# Transcriptome profiling reveals transcriptional and alternative splicing regulation in the early embryonic development of hair follicles in the cashmere goat

**DOI:** 10.1038/s41598-019-54315-7

**Published:** 2019-11-28

**Authors:** Yanjun Zhang, Lele Wang, Zhen Li, Dong Chen, Wenjing Han, Zhihong Wu, Fangzheng Shang, Erhan Hai, Yaxun Wei, Rui Su, Zhihong Liu, Ruijun Wang, Zhiying Wang, Yanhong Zhao, Zhixin Wang, Yi Zhang, Jinquan Li

**Keywords:** Differentiation, Transcriptional regulatory elements

## Abstract

The undercoat fiber of the cashmere goat, from the secondary hair follicle (HF), possesses commercial value. However, very few studies have focused on the molecular details of primary and secondary HF initiation and development in goat embryos. In this study, skin samples at embryonic day 45, 55, and 65 (E45, E55, and E65) were collected and prepared for RNA sequencing (RNA-seq). We found that the HF probably initiated from E55 to E65 by analyzing the functional pathways of differentially expressed genes (DEGs). Most key genes in canonical signaling pathways, including WNT, TGF-β, FGF, Hedgehog, NOTCH, and other factors showed clear expression changes from E55 to E65. We, for the first time, explored alternative splicing (AS) alterations, which showed distinct patterns among these three stages. Functional pathways of AS-regulated genes showed connections to HF development. By comparing the published RNA-seq samples from the E60, E120, and newborn (NB) stages, we found the majority of WNT/β-catenin signaling genes were important in the initiation of HF development, while other factors including *FOXN1*, *GATA3*, and *DLX3* may have a consistent influence on HF development. Our investigation supported the time points of embryonic HF initiation and identified genes that have potential functions of embryonic HF initiation and development. We further explored the potential regulatory roles of AS in HF initiation, which extended our knowledge about the molecular mechanisms of HF development.

## Introduction

The cashmere goat is well-known for producing high quality cashmere wool. The Inner Mongolia cashmere goat is a traditional cashmere goat breed in China. Previous research has shown that the fleece of cashmere goats consists of two distinct fibers: guard hair and cashmere undercoat, which are produced by primary hair follicles (PHF) and secondary hair follicles (SHF), respectively^1^. The undercoat is fine and soft, while guard hair is straighter and much coarser than the undercoat. The undercoat of the cashmere goat is the source of cashmere products such as pashmina or sweaters, implying its high commercial value^1–4^. Hair follicle (HF) organogenesis is generated during fetal skin development and relies on ectodermal-mesodermal interactions^5,6^. During cashmere goat embryonic development, the hair placodes of PHF are initiated at 45–55 days gestation. The formation of SHF is initiated at 65–75 days gestation, and all PHFs and some SHFs mature at 135 days gestation^7^. These two kinds of HFs present different structures^7^. As a consequence, we propose that understanding the molecular features and underlying regulatory mechanisms that define the embryonic precursors in nascent cashmere follicles may help produce high yielding cashmere goats.

There have been several studies focusing on the critical molecular mechanisms of HF development in the past decades^8–10^. In the past 20 years, many studies have focused on the molecular mechanisms of HF development and cycling control in humans and mice^5,11–13^. Increasing evidence shows that HF transformation during cycling is caused by alterations in the local signaling milieu^5,6,13,14^. Previous studies in humans and mice also demonstrated that several pathways like WNT/beta-catenin, TGF-beta/BMP, FGF, Hedgehog, NOTCH, and other factors (SOX9, LHX2, DLX3, GATA3, RUNX1, TP63, MSX2, FOXN1, NFATC1, and TBX1) play important roles in HF development^8^. However, among these studies on HFs, few have been carried out in cashmere goats, whose skin is comprised of two types of HF, and studies are also lacking on the early stages of HF development^15,16^. The molecular mechanisms of PHF initiation that occur at early stages in embryonic development, and the transcriptional gene expression and alternative splicing related to HF morphogenesis in cashmere goats, still remain to be elucidated. A better understanding of the biological characteristics and regulation of HF morphogenesis may provide approaches to enhance the formation of fleece and achieve higher fleece production.

Nowadays, high-throughput RNA sequencing (RNA-seq) allows a rapid and comprehensive examination of the transcribed genomic elements in the genome and helps researchers discover novel protein-coding and non-coding transcripts, showing more powerful capabilities compared with traditional methods based on public sequence information^17^. Several studies have been performed to investigate transcriptome profiling changes during HF development using RNA-seq technology^18–21^. Seasonal HF cycling differences between cashmere and milk goats showed several key factors for HF cycling^22^. Embryonic samples taken from day 60 (E60), 120 (E120), and newborn (NB), which correspond to SHF initiation, PHF, and SHF maturation, respectively, were sequenced to explore HF development in cashmere goat embryos^23^. Many publications have explored fetal HF development and individual cycling in mice^24–26^, while the molecular mechanisms of HF initiation and development in cashmere goats needs to be further illuminated.

In order to enhance our understanding of the process of cashmere goat fetal HF initiation, we used RNA-seq and bioinformatics analysis to study the PHF and SHF development in cashmere goat embryos. Skin epidermis samples were taken at early stages of cashmere goat fetal HF development. We assayed the gene expression profiles at these initial stages of HF morphogenesis and explored the potential molecular mechanisms by which signaling cascades in embryonic skin epidermis regulate HF formation. Meanwhile, the impact of alternative splicing (AS) on HF development was investigated for the first time. We found that the AS profile was distinct among the three different embryonic stages, implying potential regulatory roles in HF development.

## Results

### Transcriptome profiling of gene expression dynamics during early hair follicle development

To determine the transcriptional profiles at the initial stages of embryonic HF development in cashmere goats, we selected skin samples at E45, E55, and E65. According to our previous observation, the formation PHF and SHF initiate at E55-E65 and E65-E75, respectively^7^. 

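Skin came from 9 goat embryos, 3 at each of E45, E55 and E65 (the number is the embryonic day), and the polyadenylated RNA of each embryo was sequenced as a separate library on an Illumina instrument. The authors discarded reads with more than one genome location, counted the remaining reads on the annotated goat genes and scaled the counts by gene length and read number. The deposited values are RPKM rounded to 2 decimals, 1 column per embryo, for 20486 genes on named chromosomes. The paper's Table S1 gives the uniquely aligned reads, which ranged from 44579727 to 51185008 with a median of 45571213 at E45, from 39319085 to 62018283 with a median of 48512265 at E55, and from 43849186 to 50015915 with a median of 46863883 at E65. In the same table the aligned reads of E55-3 exceed its clean reads, so the depth of single samples is uncertain. The read counts were not recovered from the RPKM values. Of 1302 low genes examined, 0.691% had a length that gave whole reads in all 9 samples. The search could accept only short genes with few reads and used these uncertain depths. The share therefore cannot show whether the values come from whole reads. The RPKM values of a sample summed to between 537791 in E45-1 and 602169 in E65-2. Differential expression was therefore tested on log2(RPKM + 0.1) with limma, in one fit of all 9 samples with stage as the only factor. The 16604 genes with a mean RPKM of at least 0.1 over the samples were tested. A fold change on this scale understates the change of genes with low RPKM. The gene identifiers could not be paired with gene symbols (0 of 20486 matched the gene table used), so genes are counted here and not named.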

A total of nine RNA-seq libraries (three biological replicates at each stage) were constructed. We obtained 66,882,470 to 95,111,216 raw reads for each sequencing sample (Table S1). After aligning the quality filtered reads to the goat (*Capra hircus*) genome^27^, 64.19% to 81.8% of the total reads from each sample were successfully aligned. Between 39,319,085 and 71,694,863 reads per sample were uniquely aligned to the genome. 

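A gene was counted as detected when its RPKM was above 0. At E45, 18109 ± 267 genes were detected (SD, n = 3), at E55 17827.7 ± 115 (SD, n = 3) and at E65 17665 ± 81.4 (SD, n = 3). The highest number was 18389 in E45-2 and the lowest 17572 in E65-1. Every one of the 20486 listed genes was above 0 in at least 1 sample, and 15369 were above 0 in all 9. These numbers depended on the threshold: with an RPKM of at least 1 required, the means were 13316 at E45, 12715.7 at E55 and 12494.3 at E65.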

Overall, 22,987 of the 28,921 annotated genes (79.48%) were detected in these samples. We used RNASeqPowerCalculator^28^ to calculate the statistical power (Fig. S1) and other parameters (Table S2) for our RNA-seq data.

Principal component analysis (PCA) was performed to cluster the nine samples from the three stages based on gene expression level. PC1 showed that the distance between the E45 and E55 samples is less than that between E55 and E65. 

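In a PCA of log2(RPKM + 0.1) with each of the 20486 genes centred and scaled, PC1 carried 29.4% and PC2 19.3% of the variance. The mean PC1 score was -71.6 ± 27.2 (SD, n = 3) at E45, -22.7 ± 37.9 (SD, n = 3) at E55 and 94.3 ± 11.2 (SD, n = 3) at E65. The stage means were 48.8 apart between E45 and E55 and 117 apart between E55 and E65, against a pooled SD within stages of 27.7. The E55 mean thus lay at 29.4% of the way from the E45 mean to the E65 mean. The E45 samples scored -99.3, -44.9 and -70.5. The score of E55-2 (-52.7) lay among them, and E55-3 (-35.4) and E55-1 (19.9) scored higher than all 3. The ranking of the distances depended on the scaling of the genes. With genes centred only, the stage means were 82.3 apart between E45 and E55, slightly more than between E55 and E65 (79).

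**Figure D1:**
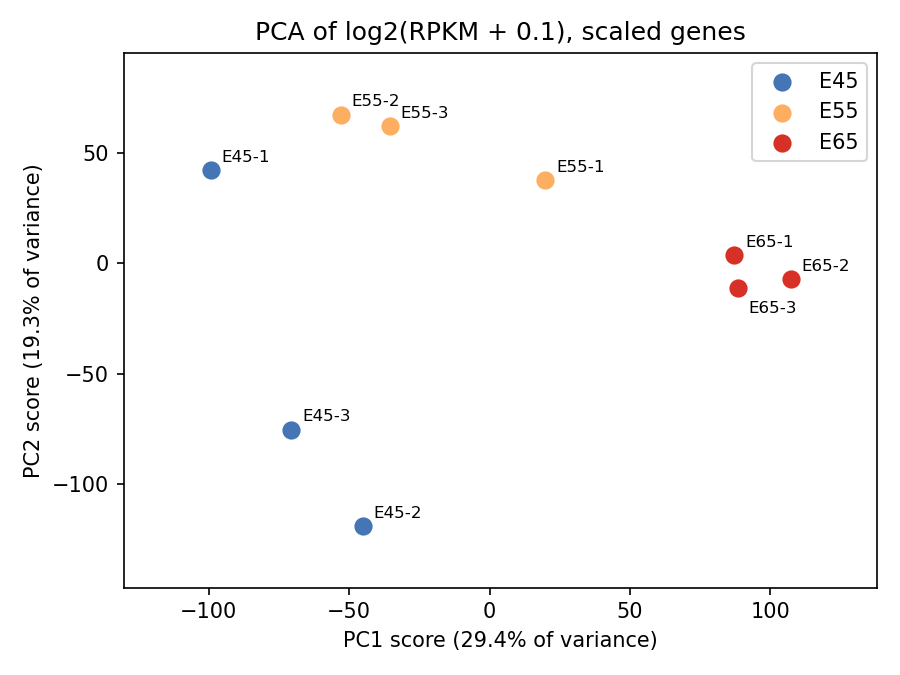
Scores of the 9 samples on PC1 (x axis) and PC2 (y axis), in arbitrary units, 1 point per embryo and 1 colour per stage. The E65 samples lie between 87.2 and 107 on PC1, above every other sample.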

The three E65 samples were close to each other but distinct from the E45 and E55 samples. However, the E45 and E55 samples were more discrete than the E65 samples (Fig. 1A). 

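The spread within stages was measured as the Euclidean distance between pairs of samples on the log2(RPKM + 0.1) scale. The distance was 87.2 ± 6.54 (SD over 3 pairs) within E65, 130 ± 21.6 (SD over 3 pairs) within E45 and 124 ± 22.4 (SD over 3 pairs) within E55. The longest distance within E65 was 92.3, and the shortest within E45 was 106.7 and within E55 98.1. The pairs of a stage share samples, so they are not independent and no test was made.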

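Pearson's r of log2(RPKM + 0.1) was computed across the 20486 genes for each pair of samples; genes are not independent replicates, so it describes these libraries only. The mean r was 0.984 ± 0.00228 (SD over 3 pairs) within E65, 0.967 ± 0.0115 (SD over 3 pairs) within E55 and 0.963 ± 0.0126 (SD over 3 pairs) within E45. Between stages it was 0.951 ± 0.0124 (SD over 9 pairs) for E45 and E55, 0.959 ± 0.0162 (SD over 9 pairs) for E55 and E65, and 0.928 ± 0.00658 (SD over 9 pairs) for E45 and E65. The means within E45 and E55 and the mean between these stages differed by about as much as the pairs did. Some pairs crossed the stages. E45-1 correlated more with E55-2 (r = 0.979) than with E45-2 (r = 0.963) or E45-3 (r = 0.950), and E55-1 correlated more with E65-3 (r = 0.981) than with E55-2 (r = 0.958). Of the settings tried, Pearson's r of RPKM without logs moved the mean within E45 most, to 0.792, while within E65 a mean RPKM of at least 1 moved it most, to 0.973.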

Sample correlation analysis of the nine samples confirmed the results from PCA (Fig. 1B). To explore the transcriptional differences among these stages, we identified a total of 4,962 differentially expressed genes (DEGs) using the edgeR package^29^ with a false discovery rate (FDR) < 0.05 and|log_2_ fold change| ≥ 1. Among them, 1,083, 1,783, and 3,119 were downregulated and 321, 670, and 1,182 DEGs were upregulated in the E55 vs. E45, E65 vs. E55, and E65 vs. E45 groups, respectively (Fig. 1C). These results showed that more downregulated genes were detected than upregulated genes at the initial stages of HF development, and the transcriptional difference between E55 and E65, during which time PHF is initiated, was more pronounced than that between E45 and E55.

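On the deposited RPKM values, limma with Benjamini-Hochberg adjustment, at an adjusted p under 0.05 and a |log2 fold change| of at least 1, gave 66 increased and 82 decreased genes in E55 vs. E45. In E65 vs. E55 it gave 351 increased and 509 decreased genes, and in E65 vs. E45 813 increased and 1530 decreased genes. In total 2611 genes were differentially expressed in at least 1 comparison. The count in E55 vs. E45 depended on single embryos, also on those of E65, which enter through the spread shared by all 9 samples. It was 1213 without E45-1 and 0 without E45-2, where 2373 genes had an unadjusted p under 0.05. It was 9 without E65-1, 52 without E65-2 and 17 without E65-3, and 1 in a fit of only the 6 samples of E45 and E55. Without E55-3, 218 DEGs were found in E65 vs. E55, and without E55-1 there were 1087, while in E65 vs. E45 the counts ran from 1482 to 2490 across the 9 fits that each left out 1 embryo. Among the DEGs of E65 vs. E55 with a mean RPKM of at least 1 and no overlap between the stages, the gene listed as GOAT_ENSBTAP00000045196_gene on chromosome 19 rose most, from 0.56 ± 0.616 RPKM (SD, n = 3) at E55 to 34.2 ± 29.4 (SD, n = 3) at E65, a log2 fold change of 5.96 (standard error 0.91, adjusted p = 0.00866 from limma). The gene listed as GOAT_ENSP00000362870_gene on chromosome 2 fell most, from 20.0 ± 17.3 RPKM (SD, n = 3) to 0.0433 ± 0.0153 (SD, n = 3), with a log2 fold change of -5.63 (standard error 1.44, adjusted p = 0.0479 from limma). Its value was 0.3 RPKM in E55-1 against 26.98 and 32.76 in E55-2 and E55-3, and its adjusted p was above the threshold under 13 of the 20 other settings tried, over which it ran from 0.000793 to 0.175. The gene listed as GOAT_ENSBTAP00000050534_gene on chromosome 11 rose from 0.233 ± 0.206 RPKM (SD, n = 3) to 15.2 ± 3.42 (SD, n = 3), with an adjusted p of 0.00351 from limma. The gene listed as goat_GLEAN_10000206_gene on chromosome 3 fell from 1142 ± 396 RPKM (SD, n = 3) to 76.3 ± 58.8 (SD, n = 3), with an adjusted p of 0.0201 from limma. The adjusted p of this gene ran from 0.0112 to 0.0919 over the 20 other settings, and was above the threshold without E55-2 (0.0583) and without E55-3 (0.0919).

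**Figure D2:**
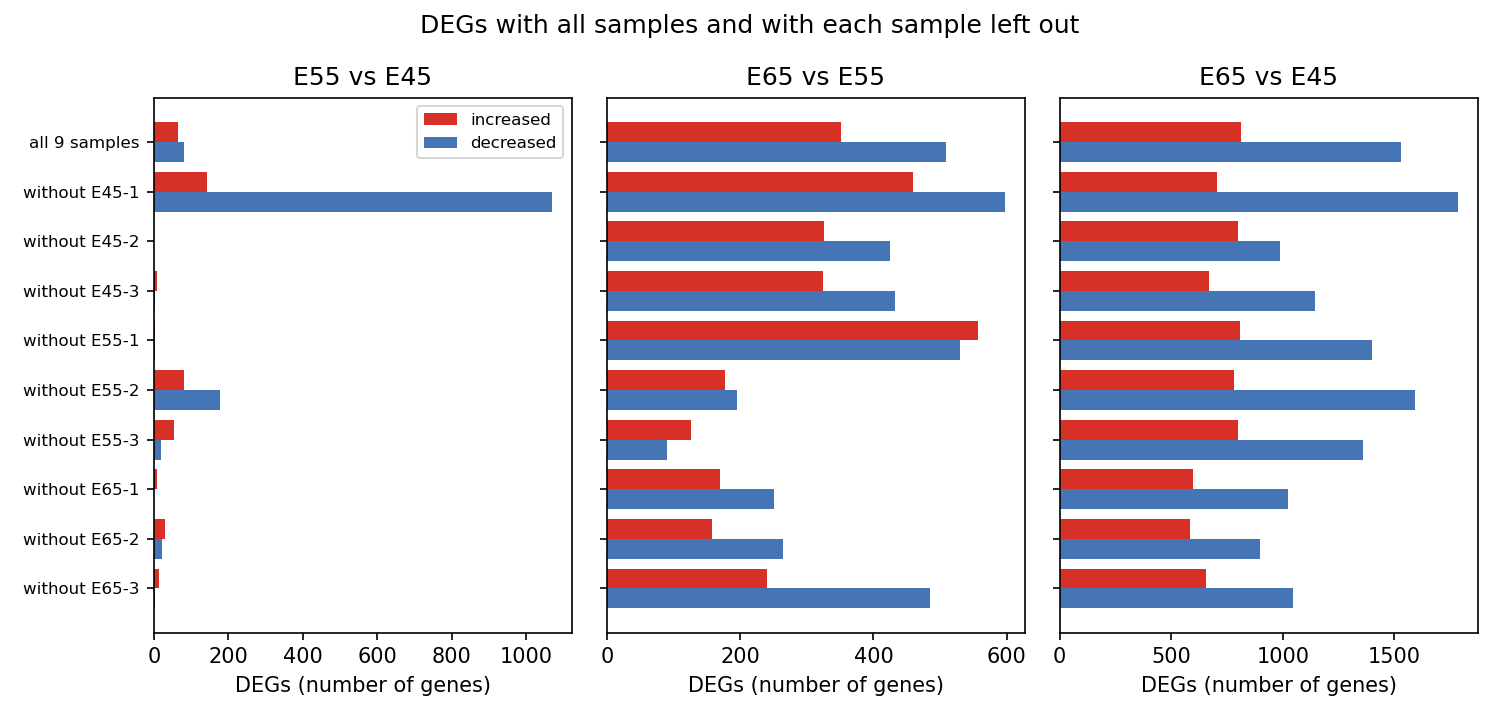
Numbers of increased and decreased DEGs (x axis, number of genes, with a separate scale for each comparison) with all 9 samples and with each sample left out in turn (y axis). In E55 vs E45 the number of decreased genes goes from 82 with all samples to 1069 without E45-1.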

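Decreased genes made up 55.4% of the DEGs in E55 vs. E45, 59.2% in E65 vs. E55 and 65.3% in E65 vs. E45. This split moved with the scaling between samples. The median log2 fold change of all tested genes in E55 vs. E45 was -0.12 on the RPKM values and 0.03 after quantile normalization. With that normalization the decreased share was 27.4% in E55 vs. E45, 53.9% in E65 vs. E55 and 42.5% in E65 vs. E45. Median scaling instead gave 46.0%, 66.1% and 66.4% in these comparisons. E65 vs. E55 had 712 more DEGs than E55 vs. E45. The difference stayed above 0 in 8 of the 9 fits that left out 1 embryo, and was -156 genes without E45-1. From the numbers of DEGs, the paper concludes that more genes were downregulated than upregulated, and that the difference between E55 and E65, when the primary hair follicle is initiated, was more pronounced than that between E45 and E55.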

**Figure 1:**
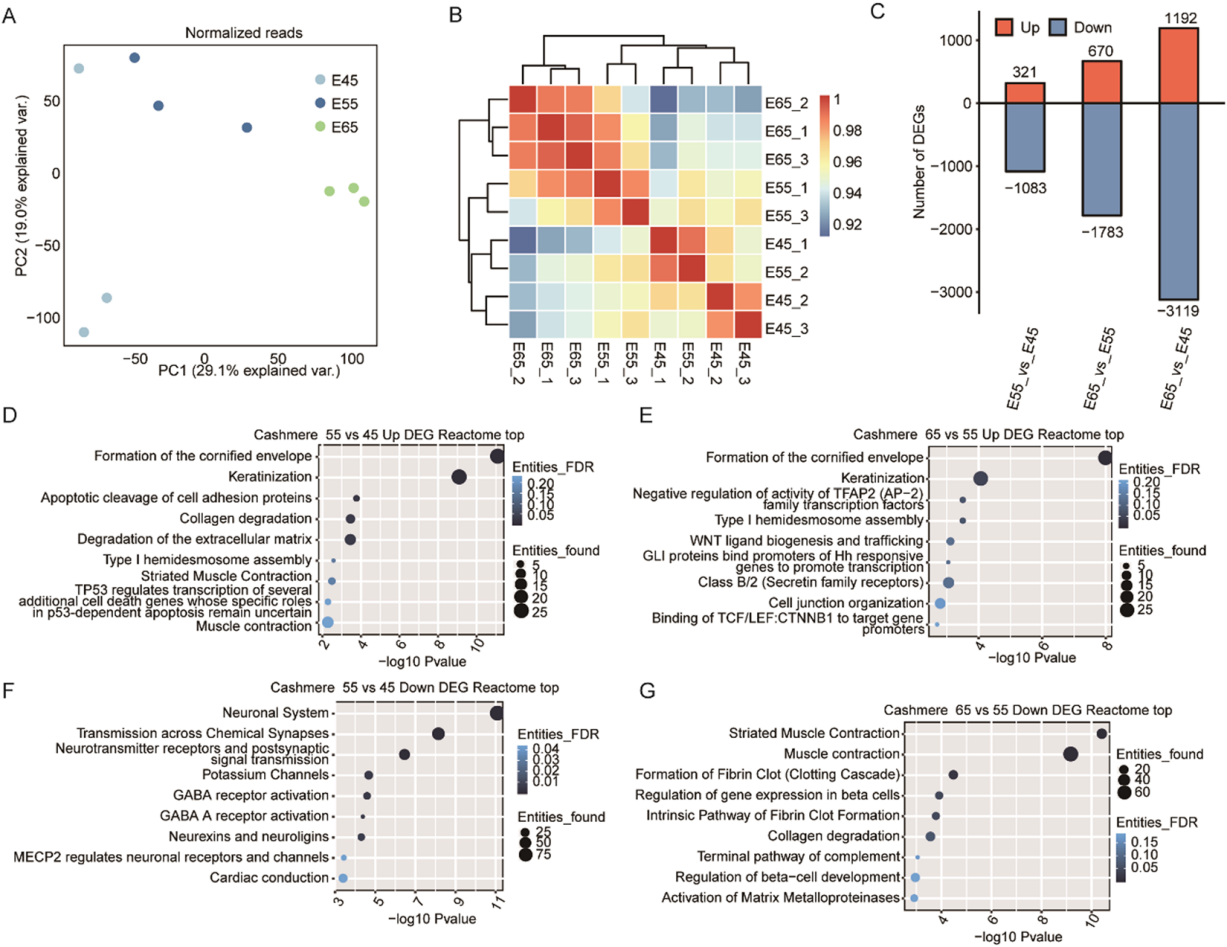
The global transcriptional profiles and the enriched functional analysis of DEGs. (**A**) Principal component analysis (PCA) of nine samples based on normalized mRNA expression level. The samples were grouped by different embryonic days. (**B**) Heat map showing the clustering of the nine embryonic samples by calculating the Pearson’s correlation coefficients using expression values. (**C**) Bar plot showing the number of differentially expressed genes in three comparison groups (E55 vs. E45, E65 vs. E55, E65 vs. E45). Red bar represents the number of upregulated genes while blue represents the number of downregulated genes. (**D–G**) Bubble plot showing the top enriched Reactome pathways of the DEGs.

### Transcriptional activation of genes in a number of HF developmental pathways occur before and during PHF formation

To further understand how the functions of DEGs in E65 vs. E55 and E55 vs. E45 are related to embryonic HF development, we performed Reactome analysis. For the upregulated DEGs in E55 vs. E45, the top 10 enriched pathways contained well-known pathways involved in HF development, including cornified envelope, keratinization, apoptotic cleavage of cell adhesion proteins^30^, collagen degradation^31^, degradation of the extracellular matrix^32^, and pathways related to TP53^33^ (Fig. 1D). Two muscle contraction functional terms were also included. These results probably suggested that the gene expression patterns were shifted to support HF development from E45 to E55 when the epidermal structure developed and the phenotypic appearance of the HF structure emerged. For the upregulated DEGs in E65 vs. E55, the top 10 enriched pathways revealed the presence of two HF pathways (Fig. 1E), including formation of the cornified envelope and keratinization, which were also activated during development from E45 to E55. This finding is consistent with the hypothesis that genes in these functional pathways were further activated during PHF formation. Additionally, a number of new functional pathways regulating HF formation were also activated, including the negative regulation of the TFAP2 (AP-2) family of transcription factors^24^, WNT ligand biogenesis and trafficking^8^, GLI protein binding to promoters of Hh responsive genes to promote transcription^34^, and binding of TCF/LEF:CTNNB1 to target gene promoters^35^ (Fig. 1E).

Among the top 10 enriched pathways among the downregulated DEGs in E55 vs. E45, a number of neuronal development related pathways were identified, including neuronal system, neurexins^36^, and neuroligins^37^, GABA receptor activation and GABA A receptor activation^38^, and pathways of MECP2^39^ (Fig. 1F). Muscle contraction related pathways were enriched in the downregulated DEGs in the E65 vs. E55 group (Fig. 1G). We also performed gene ontology (GO) enrichment analysis to explore the enriched functional terms for the DEGs (Fig. S2). Skin barrier and HF development related terms were also enriched in the upregulated DEG sets (Fig. S2).

To further explore the expression dynamics of the DEGs during the initial stages of HF development, we performed hierarchical clustering analysis for all identified DEGs. 

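The 2611 DEGs were clustered on log2(RPKM + 0.1), with the median of each gene subtracted, its values scaled to a sum of squares of 1, average linkage on 1 - Pearson's r, and a division into 4 clusters. The paper's text does not name the linkage. The first cluster held 1634 genes, whose median scaled value was 0.21 to 0.40 in the E45 samples, -0.03 to 0.02 in the E55 samples and -0.36 to -0.27 in the E65 samples. The second held 785 genes that were highest at E65, at 0.39 to 0.44. A smaller cluster of 107 genes was lowest at E55, from -0.36 to -0.26, and the fourth, of 85 genes, was highest at E55, from 0.35 to 0.54. The clusters depended on the method. With Ward linkage the largest cluster held 905 genes and was highest at E65. The adjusted Rand index against the clusters above is 1 for identical clusters. It was 0.412 with Ward linkage and 0.451 with k-means. Complete linkage stayed closer, with an index of 0.802 and a largest cluster of 1504 genes.

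**Figure D3:**
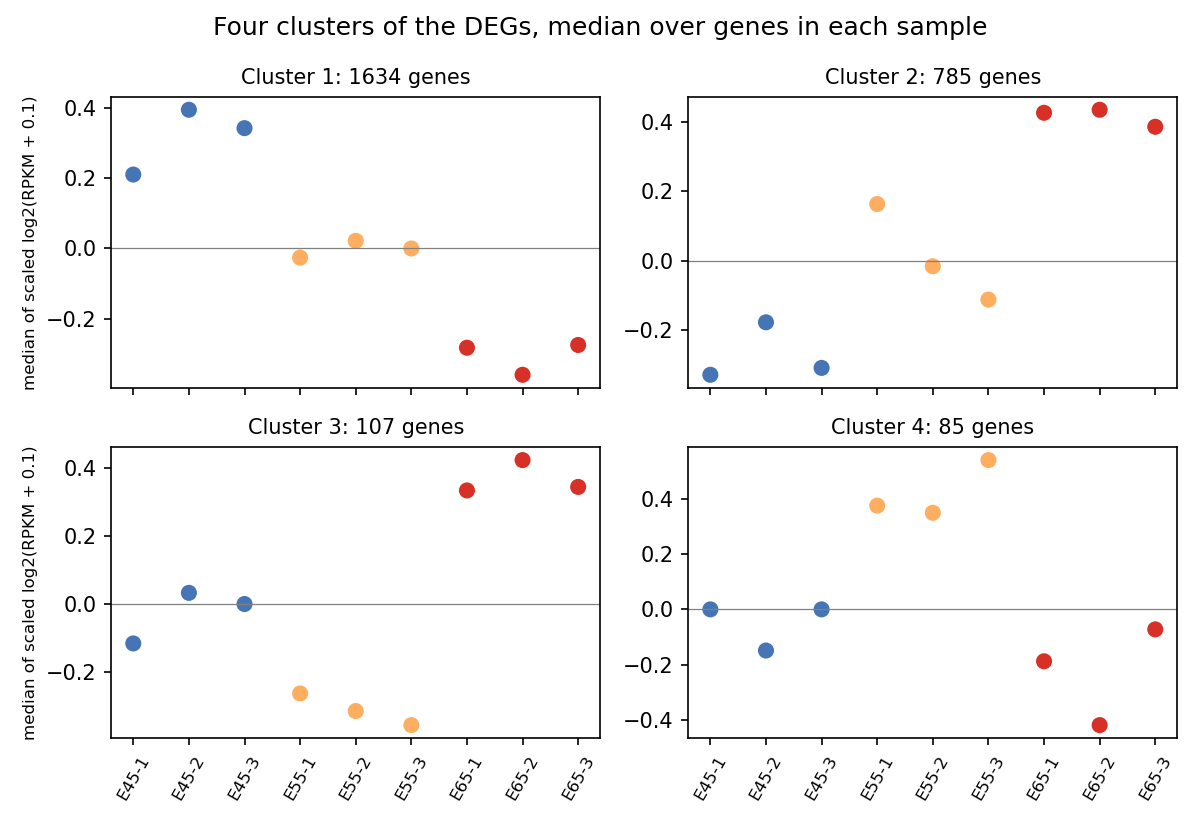
Median over the genes of each cluster of the scaled log2(RPKM + 0.1) (y axis, no unit) in each of the 9 samples (x axis), coloured by stage. The largest cluster, with 1634 genes, falls from E45 to E65, and the second, with 785 genes, is highest at E65.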

Four distinct expression clusters were identified, including one E65 up-regulated and three E45/E55 up-regulated gene clusters (Fig. 2A). We then performed Reactome analysis for the DEGs from these four clusters. The activated genes at E65 were highly enriched for HF development related terms, including formation of the cornified envelope, keratinization, degradation of the extracellular matrix^32^, extracellular matrix organization^32^, collagen degradation^40^, and collagen chain trimerization^40,41^ (Fig. 2B). Interestingly, the E45/E55 upregulated gene clusters included a muscle cluster that was enriched for muscle related functional terms (muscle contraction, striated muscle contraction, and smooth muscle contraction), and HF development terms (assembly of collagen fibrils and other multimeric structures^40^ (Fig. 2C). Genes in the muscle cluster were highly expressed in both E45 and E55, and then repressed at E65. Another group of E45/E55 up-regulated genes was classified into a neuronal cluster, including neuronal system, transmission across chemical synapses, neurexins and neuroligins, MECP2 regulates neuronal receptors and channels^42^. This was a large cluster showing a high level of expression, specifically at E45 (Fig. 2D). Taken together, the DEG results provided some candidate genes that perhaps have key functions during HF initiation and development.

**Figure 2:**
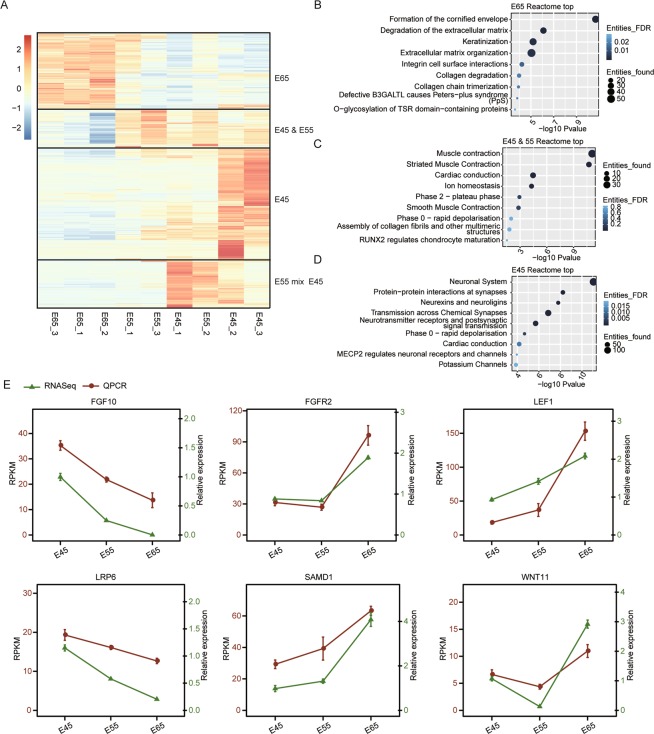
Pathway analysis of four groups clustered by heat map based on E45, E55, and E65 samples. (**A**) Heat map showing the expression pattern of all DEGs from the nine sequenced samples. The DEGs were divided into four clusters according to their distinct expression profiles. (**B–D**) Bubble plot showing the enriched Reactome pathways of the DEGs from three clusters. (**E**) Coupled line plot showing the consistency between RNA-seq and RT-qPCR quantification for the selected DEGs.

In addition, we conducted an RT-qPCR experiment to verify the RNA-seq results. Six DEGs from the RNA-seq analysis results were tested: *SMAD1, FGFR2, LEF1, WNT11, FGFR10*, and *LRP6*, which were involved in different signaling pathways discussed in this paper. We observed a significant increase from E55 to E65 for *SMAD1, FGFR2, LEF1*, and *WNT11*, and a significant decrease for *FGFR10 and LRP6*, showing a high agreement with the RNA-seq results (Fig. 2E).

### The expression dynamics of HF development related genes

Accumulating studies have suggested that canonical signaling cascades, such as WNT/β-catenin, TGF-β/BMP, FGF, Hedgehog, NOTCH, and other factors (SOX9, LHX2, DLX3, GATA3, RUNX1, TP63, MSX2, FOXN1, NFATC1, and TBX1) play important roles in HF development^8,18^. We picked these genes from the published literature and related Reactome pathways, and then examined their expression patterns from the RNA-seq data in order to gain an updated view of the molecular regulatory network that governs the initial stage of prenatal HF formation in the goat (Fig. 3). The reported genes from each canonical signaling pathway and genes we obtained from canonical signaling pathways in the E45 vs. E45 and E65 vs. E65 Reactome analysis results were used as query genes. Genes in each signaling pathway can be arbitrarily classified into two groups: increased or decreased expression patterns from E45 to E65. A majority of genes in the WNT/β-catenin, TGF-β/BMP, and other categories showed increased expression patterns in E65, while genes from the other three signaling pathways showed the opposite pattern (Fig. 3). These results suggested different functional roles for these pathways during the initiation of HF development.

**Figure 3:**
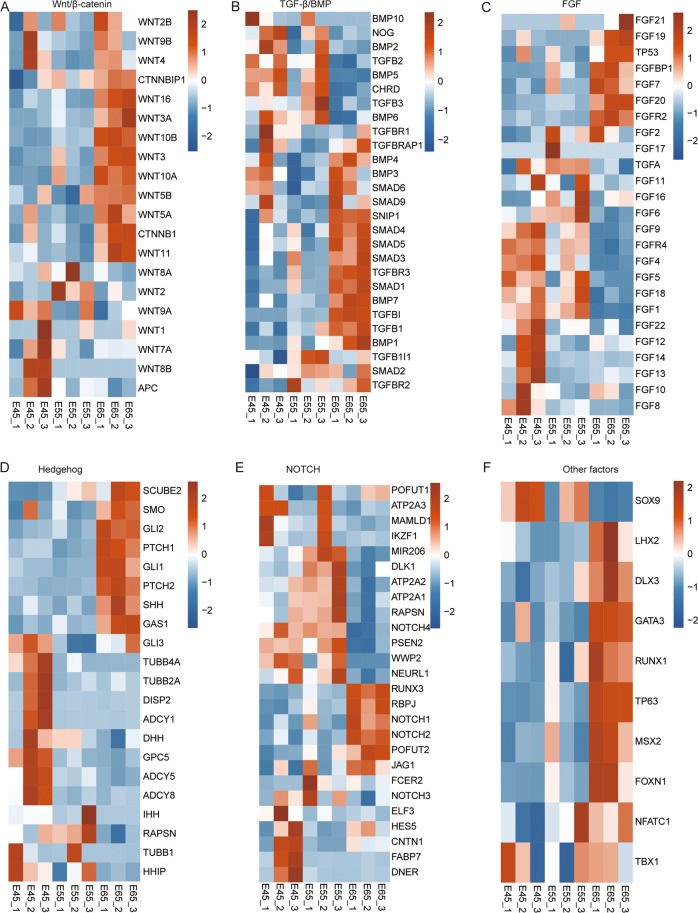
Heat map of key canonical pathway genes in hair follicle development in the E45, E55, and E65 samples (**A–F**). Genes from defined signaling pathways are developmentally regulated in embryonic skin. Published key genes for specific signaling pathways during HF development and DEGs (E55 vs. E45 and E65 vs. E55) in these canonical signaling pathways were used as query genes. Goat genes involved in WNT/beta-catenin (**A**), TGF-beta/BMP (**B**), FGF (**C**), Hedgehog (**D**), NOTCH (**E**) signaling, and other factors (**F**) were represented in the heat map if expressed (RPKM > 0) in embryonic skin samples. In the heat map, FPKM values of each gene were replaced by log2 (FPKM), then all values in each row were normalized by a scale factor S so that the sum of the squares of the values in each row was 1.0. Colors ranged from blue to red, corresponding to low to high expression levels.

### The transcriptional shift between E60 and E120 shows significant similarity between E55-E65

A transcriptome study of the embryonic primary and secondary HF development in cashmere goat has been recently published^23^, including samples from cashmere goat embryos at E60 and E120, and newborns (NB). To comprehensively compare between these two datasets, we reanalyzed the RNA-seq data from that study, showing that the transcriptome profile of the E60 samples was highly distinct from those of the E120 and NB samples (Fig. S3A,B). The above results indicated that the transcriptional activation from E60 to E120 was similar to that between E55 and E65. To validate this hypothesis, we overlapped the DEGs between these two comparison groups and found the overlapped DEGs between these two DEGs were significant (*p*-value = 4.528515e-94, hypergeometric test, Fig. S3C), suggesting that thousands of genes were commonly regulated at both the early and late stages of HF development. Heat map clustering of these DEGs revealed two major clusters, the E60 and E120-NB clusters (Fig. 4A). The E120 cluster contained a very small number of genes. To explore the biological functions of genes from these clusters, GO enrichment analysis was performed. This analysis revealed that the genes from the E60 cluster were enriched in collagen fibril organization, cilium assembly, and positive regulation of synapse assembly (Fig. 4B). In contrast, the genes from the E120 and NB clusters were highly enriched in HF development related terms, including keratinocyte differentiation and proliferation, regulation of cell proliferation, transmembrane transport, and oxidation-reduction process (Fig. 4C).

**Figure 4:**
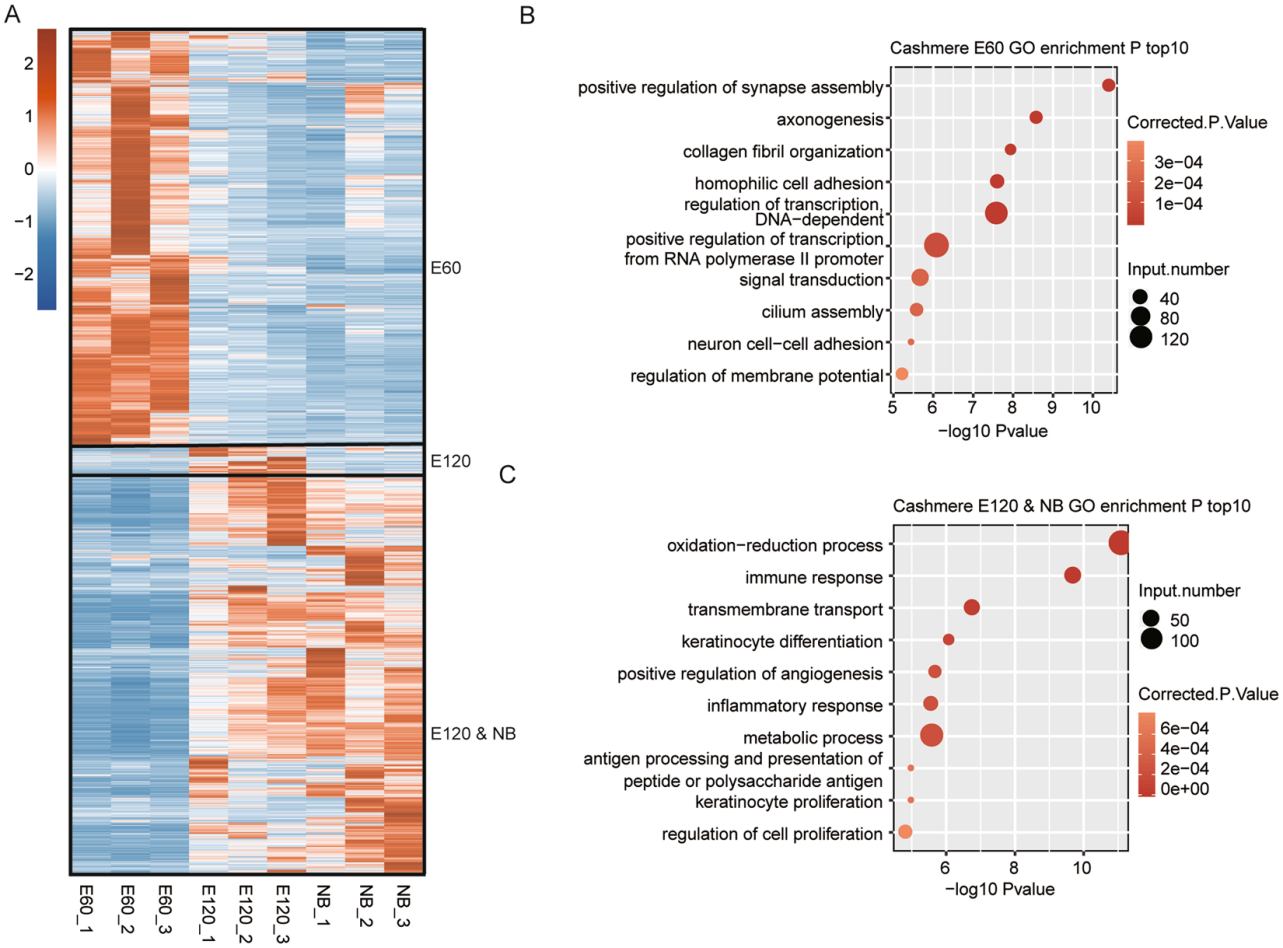
Expression patterns and functional analysis of detected DEGs based on E60, E120, and NB samples. (**A**) Heat map showing the three clusters by clustering DEGs according to their expression level. (**B–C**) Bubble plot showing the top 10 enriched GO biological process terms of DEGs in the two dominant groups.

To further explore the similarities and differences between the transcriptional switches during these stages, we plotted the expression dynamics of HF developmental genes (Fig. 5). Different from E45, E55, and E65 related to PHF initiation and development, E60, E120, and NB stages were concerned with PHF development and maturation, SHF initiation, and SHF development and maturation. We found that most genes in the WNT/β-catenin and NOTCH signaling pathways were repressed during these three stages (Fig. 5A,E), which was contrary to the expression pattern from E45 to E65. The other factors were consistently increased during these three stages (Fig. 5F).

**Figure 5:**
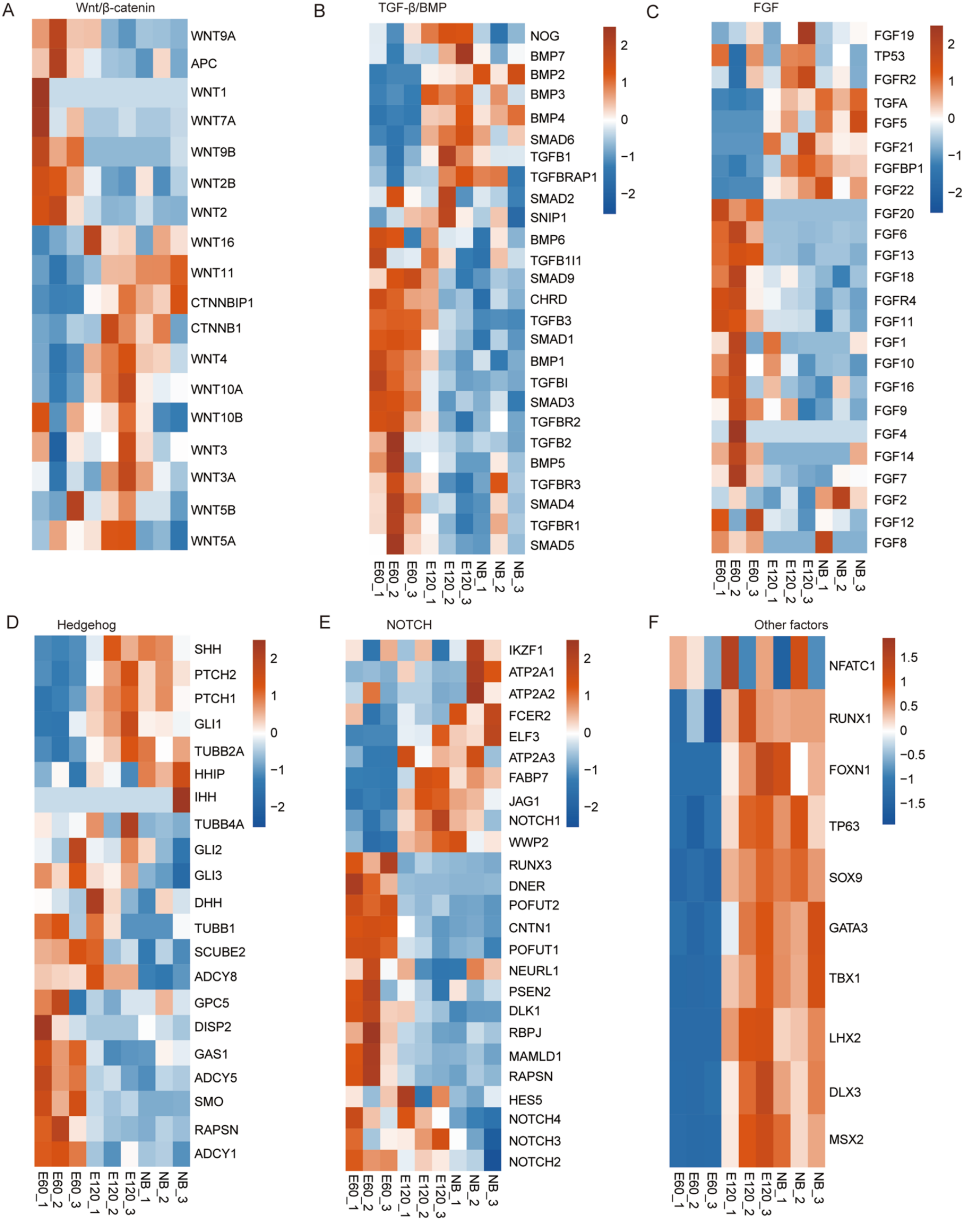
Heat map of known key genes from canonical pathways in HF development (E60, E120, and NB samples). Expressed goat genes involved in WNT/beta-catenin (**A**), TGF-beta/BMP (**B**), FGF (**C**), Hedgehog (**D**), NOTCH signaling (**E**), and other factors (**F**) are presented in the heat map.

### Alternative splicing regulation occurs during early HF development

It is well-known that AS regulation is one of the key post-transcriptional mechanisms that control gene expression and protein diversity^43^. To explore the potential involvement of AS regulation in HF development, we performed AS analysis for the same samples collected from E45, E55, and E65. Regulated AS events (RASEs) during early HF development were identified (Fig. 6A). The major RASE types included alternative 5′ splice site (A5SS), alternative 3′ splice site (A3SS) and Cassette Exons. Different from transcriptional regulation, the RASEs from E55 vs E45 were only a little bit similar to those from E65 vs E55 (Fig. 6A).

**Figure 6:**
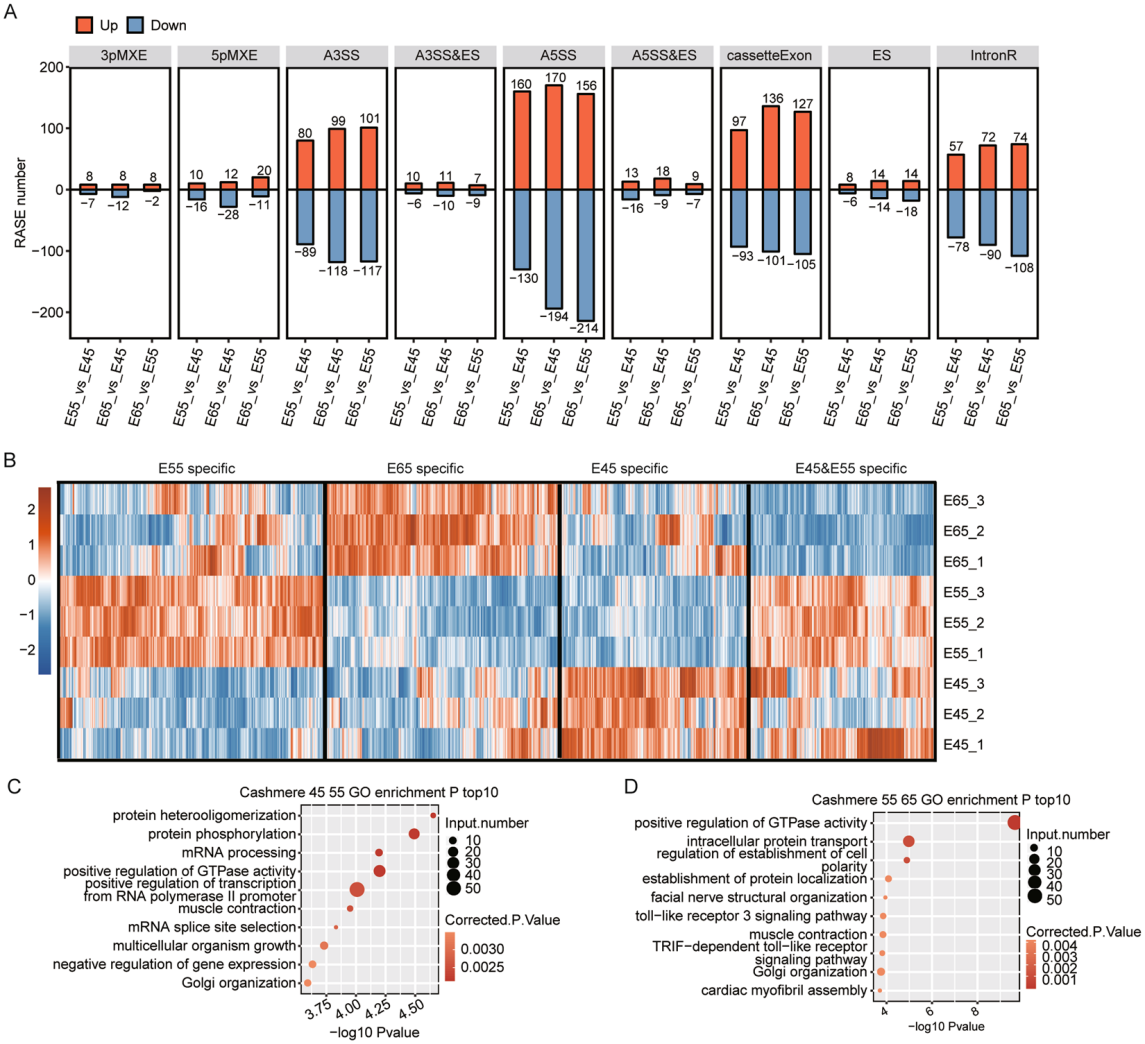
Alternative splicing analysis of E45, E55, and E65 samples. (**A**) Classification of different types of expression changes of alternative splicing events between the three stages. (**B**) Splicing patterns of different samples. A hierarchical clustering dendrogram of different AS events from the three groups. Red: relatively high ratio; blue: relatively low ratio. AS events regulated by different stages in cashmere goat embryos were divided into three groups, and the top 10 GO biological process terms of genes with RASEs in different groups were analyzed (**C–D**).

We next performed heat map clustering analysis of the ratio between the alternative and model splice isoforms of all identified RASEs (Fig. 6B). Different from the dynamics of transcriptional patterns, we identified RASE clusters specific for E45, E55, and E65. Many RASEs were specific either for E55 or E45, suggesting that AS may play potential regulatory roles in HF initiation (Fig. 6B). GO functional enrichment analysis revealed that functional pathways related to protein modifications and mRNA transcription and processing emerged in genes containing RASEs from E55 vs E45 (Fig. 6C). Additionally, genes positively regulating GTPase activity were also identified (Fig. 6C). We also found that positive regulation of GTPase activity was the top pathway in the functional terms of genes containing RASEs from E65 vs E55 (Fig. 6D), suggesting that GTPase activity may be related to HF development.

To illustrate the reliability of the RASE results, we selected three RASEs and corresponding genes to show their read density and statistical significance, including *APC* (exon skipping, Fig. 7A), *POFUT1* (intron retention, Fig. 7B), and *TGFBR3* (cassette exons, Fig. 7C). These three genes were among the HF development related genes^8,44^, which were also regulated by alternative splicing. In summary, these results suggested that posttranscriptional regulation, especially AS, played potential important roles in HF initiation and development.

**Figure 7:**
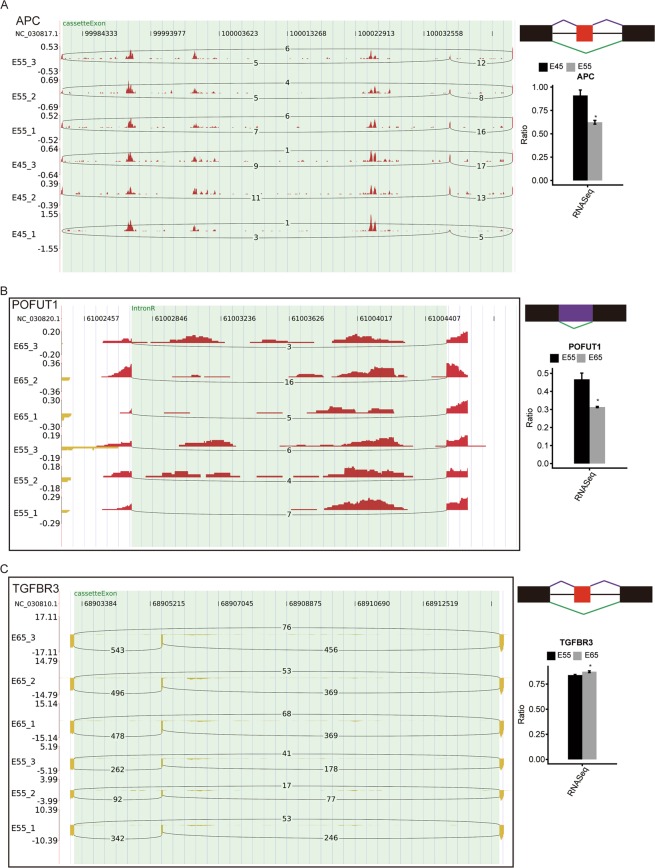
Presentation of HF development-affected RASEs. Three HF development-related genes, *APC* (**A**), *POFUT1* (**B**), and *TGFBR3* (**C**) are shown. IGV-sashimi plots show the alternative splicing changes that occurred in cashmere goat embryonic skin cells in different stages (left panel). The schematic diagrams depict the structures of alternative splicing events (right panel, top), AS1 (shown in purple), and AS2 (shown in green); exon sequences are denoted by boxes, and intron sequences by the horizontal line. RNA-seq quantification and statistical significance of RASEs are shown (right panel, bottom). The altered ratio of RASEs was calculated using the formula: AS1 junction reads/AS1junction reads + AS2 junction reads.

## Discussion

Previous studies on cashmere goat embryonic HF development showed by morphological observation that PHF initiated between E55 and E65^7^. Consistent with previous studies, in our current study, samples from E45 to E55 of cashmere goat showed that most key genes, from essential pathways or important factors that influenced HF development, were upregulated in E65. We also compared the gene expression patterns between E45, E55, and E65 with the published RNA-seq data, including E60, E120, and NB samples^23^. By performing AS analysis, we found that the AS patterns of expressed genes were extensively regulated, showing that the AS profile exhibited clear differences between these three stages. Some enriched signaling pathways of AS-regulated genes were also related to HF development, suggesting that AS may participate in the initiation of PHFs.

During cashmere goat embryonic development, the complete structure of the skin epidermis was formed during E45 to E55^7^. At this stage, keratinocytes were evenly distributed in the stratum basale. The onset of PHF development occurred from E55 to E65, which is marked by the formation of a regular array of placodes, and epidermal keratinocytes were clustered in response to signals emanating from the dermis^7^. Consequently, the DEGs in E55 vs. E45 were expected to differ from those in E65 vs. E55. We found that there were 321 upregulated and 1083 downregulated genes (E55 vs. E45), and 670 upregulated and 1783 downregulated genes (E65 vs. E55). This large transcriptional shift gave us a possibiligy that HF initiation most probably occurred from E55 to E65. The dynamic expression profiles of members of the Wnt/beta-catenin family, the Hedgehog family, members of the TGF-beta/BMP pathway, the Fgf family, the Notch family, and other important factors (SOX9, LHX2, DLX3, GATA3, RUNX1, TP63, MSX2, FOXN1, NFATC1, and TBX1) further supported the above conclusion.

For example, in the Wnt/beta-catenin signaling pathway, several lines of evidence have shown that wnt signaling and beta-catenin, as well as their interactors, are critical for HF induction^10,25,45–47^. In mice, Wnt10a, Wnt10b, CTNNB1, and Lef1 are highly expressed in hair placode epithelium^48,49^. Conversely, constitutive activation of CTNNB1 induces precocious placode formation and multiple hair germ (HG) budding out from the original follicle^25,46,50^. The downstream transcription factors of wnt signaling, including LEF1, TCF3, and TCF4, have been shown to extensively regulate the development of HF^35,51–53^. From our results, the higher expression of *LEF1* and *TCF3/4* at E65 compared with E45 and E55 suggests that they play a critical role in HF initiation. Twelve genes in the wnt signaling pathway showed an increased expression level, while only seven genes showed a decreased expression level during HF development, confirming their essential roles as master regulators during HF morphogenesis^10^. In addition to Wnt/beta-catenin related genes, genes in the TGF-beta/BMPs signaling pathway are also critical for HF morphogenesis, growth, and differentiation^8,54–56^. Consistent with these previous reports, the expression of TGF-beta/BMPs-related genes showed the highest level at either E55 or E65. *Shh*, *Notch1*, *Notch2*, and *Runx1* exhibited upregulation specifically at E65, supporting the finding that HF initiation might occur from E55 to E65.

Studies on cashmere goat embryonic HF have suggested considerable differences during physiological process at different stages of HF development. In this study, we reanalyzed the RNA-seq data from a previous study^23^ to compare the DEGs in E45/E55/E65 with the DEGs in E60/E120/NB (especially E120/NB) to further study the transcriptome dynamics from the early stage to the late stage of cashmere goat HF development. The early stage of HF development was only associated with PHF initiation while the later stage was associated with both PHF and SHF development^7^. Supporting the previous discovery, the global gene expression profile of E55 was different from that of E45 but similar with that of E65. 

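The distance between stages was also measured net of the spread within them, as the mean squared difference in log2(RPKM + 0.1) per gene between samples of 2 stages minus the mean of that within the stages. Over 16604 genes it was 0.414 between E45 and E55, 0.474 between E55 and E65 and 1.34 between E45 and E65. For each pair of stages the real grouping gave the largest distance of the 10 splits of the 6 samples (one-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). The distances of E55 from E45 and from E65 differed by 0.0595. Before the correction, the SD over the 9 pairs of samples was 0.371 for E45 and E55 and 0.449 for E55 and E65. The pairs share embryos, so these SDs do not measure the uncertainty of that difference. The sign of that difference changed when single embryos were left out, to -0.317 without E55-2, -0.193 without E45-1 and -0.0360 without E65-2. Across the 9 calculations that each left out 1 embryo, the distance ran from 0.167 (without E45-2) to 0.744 (without E55-2) between E45 and E55, with 0.210 without E55-1 and 0.667 without E45-1. It ran from 0.344 to 0.650 between E55 and E65 and from 1.15 to 1.47 between E45 and E65. Of the other settings, pseudocount 1 moved the distances most, to 0.166 between E45 and E55, 0.252 between E55 and E65 and 0.580 between E45 and E65.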

From published data, the profile of E60 was different from that of both E120 and NB, while E120 and NB had similar gene expression profiles. The pathway analysis results of upregulated genes in specific stages were consistent with previous studies. Enriched functional pathways of genes in E60 and E65 were related to HF development. Pathways of genes upregulated in E60 and E65 were also different from those in E45, E120, and NB.

We also analyzed the expression patterns of key genes from canonical pathways in published RNA-seq data to explore their different functions between early and late stages of HF development. We took the Wnt/beta-catenin signaling pathway as an example, and saw that the expression profiles of *Wnt7a*, *APC*, *Wnt10a*, and *FZD8* showed similar patterns in the E45, E55, and E65 groups and E60, E120, and NB groups, while other genes showed different expression profiles in these two groups. From our results, we propose that these canonical pathways play different roles in the initiation or maturation of HF development. High expression of most genes from the WNT/β-catenin and NOTCH signaling pathways in the E65 and E60 samples implied their important regulatory role in HF initiation. Other factors that showed consistent increased expression levels during the course of embryonic development suggested that they have regulatory roles in both the initiation and development of HF. Other signaling pathways, such as TGF-β/BMP, FGF, and Hedgehog, had varied expression during development. Based on our analysis results, we extended the potential regulatory mechanisms of these signaling pathways during HF development. Further studies are necessary to explore their fundamental molecular mechanisms.

Because different embryonic stages play specific roles in cashmere goat HF development, transcriptional profiles have stage-specific features. This kind of stage-specific feature not only presented in the DEGs, but also in AS. It was clear that the RASEs could be divided into four groups, E55 specific, E65 specific, E45 specific, and E45&E55 specific, suggesting stage-specific features of AS events. Similar with the DEGs, AS-regulated genes between E45 and E55 were enriched for genes involved in the neurexins and neuroligins pathways, which are related to the neuronal system. Meanwhile, SHC-related events triggered by IGF1R and signaling by ERBB2 also emerged. AS-regulated genes in E65 vs E55 were enriched in pathways including cell-extracellular matrix interactions, smooth muscle contraction, and RHO GTPases. Although the functions of enriched pathways of AS genes and DEGs were similar, they may implement their functions through different pathways. From these results, we propose that AS regulation also influenced cashmere goat embryo HF initiation and development through pathways different from DEGs. HF initiation and development may be under the regulation of both transcription and post-transcriptional mechanisms.

In summary, we not only confirmed that the canonical signaling pathways and factors that influence human and mice HF development were highly regulated at the initiation stage of PHF (E45 to E65), but also showed that AS could play potentially important roles in embryonic HF initiation and development. Our study made a further step to understand the dynamic epithelial-mesenchymal interactions during cashmere HF initiation and development.

## Materials and Methods

### Ethics statement

The animal (including maternal goats and fetal goats) experiments were performed according to the Regulations for the Administration of Affairs Concerning Experimental Animals (Ministry of Science and Technology, China; revised in June 2004) and were approved by the ethics committee of Inner Mongolia Agricultural University. The animals did not experience unnecessary pain or distress at any stage of this experiment.

### Animal and skin tissue preparation

The Inner Mongolia cashmere goat is a traditional outstanding breed, which is famous for its excellent cashmere quality and strong adaptation to the semi-desert and desert pastures. The goats were grazed under the same environment with free access to feed and water at the Aerbasi White Cashmere Goat Breeding Farm (Inner Mongolia, China). Nine embryos (three samples at each stage) were randomly selected and any linage was avoided during the sampling process. The skin samples (approximately 1 cm^2^ for each individual) were collected from the mid flank region of embryos at three different embryonic days (E45, E55, E65). Tissue was frozen in liquid nitrogen and stored at −80 °C for further experiments.

### RNA extraction and RNA sequencing

Total RNA was extracted using TRIzol^®^ reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions, and RQ1 DNase (Promega, Madison, WI, USA) was used to remove contaminating genomic DNA. The quality and quantity of the purified RNA were monitored at the ratios of A260/A280 and A260/230 on a SmartSpecPlus Spectrophotometer (BioRad, Philadelphia, PA, USA). RNA integrity was further verified by 1.5% agarose gel electrophoresis.

For RNA-seq, total RNA was extracted from each embryo, and 10 mg of total RNA was used for RNA sequencing (RNA-seq) library preparation. Polyadenylated RNAs were purified and concentrated with Magnetic Beads Oligo (dT) (Invitrogen, Carlsbad, CA, USA) before being used for directional RNA-seq library preparation. Purified RNAs were iron fragmented at 95 °C followed by end repair and 5′ adaptor ligation. Then, reverse transcription was performed with RT primer harboring a 3′ adaptor sequence and randomized hexamer. The cDNAs were purified and amplified, and PCR products corresponding to 200–500 bps were purified, quantified, and applied to Illumina NextSeq. 500 system151nt pair-end sequencing by ABlife, Inc. (Wuhan, China).

### RT-qPCR experiments

To confirm the DEGs revealed by RNA-seq, six genes identified to be differentially expressed among three developmental stages were randomly chosen for reverse transcription qPCR (RT-qPCR) validation. Beta-actin was used as the internal control. The qPCR was carried out on an ABI 7300 system (ABI, USA) using FastStart Universal SYBR Green Master (ROX) according to the manufacturer’s instructions. The thermal cycling conditions used in the RT-qPCR reaction were 95 °C for 10 min, followed by 40 cycling of 95 °C for 10 s and 60 °C for 30 s. The specificity of the SYBR green PCR signal was confirmed by melting curve analysis. There were three biological and technical replicates. Primers for RT-qPCR are provided in Table S2.

### RNA-seq raw data cleaning and alignment statistics

Raw reads with more than 2-N bases were first discarded. Then, reads were processed by clipping adaptors and removing low quality bases, dropping too short reads (less than 16nt). FASTX-Toolkit (Version 0.0.13) was used to obtain the quality filtered reads. After that, the filtered reads were aligned to the goat (*Capra hircus*) genome^27^ by TopHat^57^. Based on the gene annotation of the genome, aligned reads with more than one genome location were discarded due to their ambiguous location. Uniquely localized reads were used to calculate read number and fragments per kilobase and per million (FPKM) value for each gene, according to the genomic locations of the aligned reads and genes. Other statistical results, such as gene coverage and depth and read distribution around start codons and stop codons, were also obtained.

### Differentially expressed genes (DEGs) analysis

We used RNASeqPowerCalculator^28^ to calculate the statistical power and other parameters for our RNA-seq data. Each sample was considered as a biological replicate. Differentially expressed genes (DEGs) between the three stages, E45, E55, and E65, were analyzed using the edgeR^29^ package in R software. For each gene, the false discovery rate (FDR) and log_2_ fold change (log_2_FC) were obtained based on the negative binomial distribution model. 0.05 FDR and 2-fold change were set as the thresholds to define DEGs.

### Alternative splicing analysis

The alternative splicing events (ASEs) and regulated alternative splicing events (RASEs) among these three developmental stages were defined and quantified using the ABLas pipeline as described previously^58^. In brief, detection of seven types of ASEs was based on the splice junction reads. The eight types of ASE included cassette exon (CassetteExon), exon skipping (ES), mutual exclusive exon skipping (MXE), A5SS, A3SS, the MXE combined with alternative 5′ promoter (5pMXE), and with alternative polyadenylation site (3pMXE). After detecting the ASEs in each RNA-seq sample, Fisher’s exact test was chosen to calculate the statistical *p*-value, with the alternative reads and model reads of samples as input data, respectively. The changed ratio of alternatively spliced reads and constitutively spliced reads between compared samples was defined as the RASE ratio. A *p*-value < 0.05 and RASE ratio > 0.2 were set as the thresholds for RASE definition.

### Functional enrichment analysis

Because goat genes lack functional annotation, we aligned the goat protein sequence to the sheep protein database by blastp^59^. The sheep protein with highest score was regarded as the homologous protein of the goat. Meanwhile, all differentially expressed genes were mapped to pathways in gene ontology (GO), Kyoto Encyclopedia of Genes and Genomes (KEGG), and Reactome databases. Fisher’s exact test was used to calculate the enrichment of each GO term and KEGG pathway. Reactome pathway analysis was performed online using Reactome version V62 (http://reactome.org/)^60^.

### Other statistical analysis

Hierarchical clustering was used to calculate the clustering of gene sets using Cluster3.0. In the heat map, the FPKM value of each gene was replaced by log_2_ (FPKM), the row-wise median was subtracted from the values in each row, then all values in each row were multiplied by a scale factor S so that the sum of the squares of the values in each row was 1.0. Other statistical results were obtained by R software.

## Supplementary information

Dataset 1

## Data Availability

The accession number for the RNA-seq data reported in this paper is GEO: GSE76538.

# Supplementary material for: Transcriptome profiling reveals transcriptional and alternative splicing regulation in the early embryonic development of hair follicles in the cashmere goat
**Source:** Sci Rep. 2019 Nov 28;9:17735. doi: 10.1038/s41598-019-54315-7
**Supplement:** Supplementary file 1 — Dataset 1

**Transcriptome profiling reveals transcriptional and alternative splicing regulation in the early embryonic development of hair follicles in the cashmere goat**

Yanjun Zhang^1**^, Lele Wang^2**^, Zhen Li^3**^, Dong chen^3^, Wenjing Han^1^, Zhihong Wu^1^, Fangzheng Shang^1^, Erhan Hai^1^, Yaxun Wei^3^, Rui Su^1^, Zhihong Liu^1^, Ruijun Wang^1^, Zhiying Wang^1^, Yanhong Zhao^1^, Zhixin Wang^1^, Yi Zhang^3*^, Jinquan Li ^1,4,5,6*^

**These authors contributed equally to this work.

Yi Zhang

ABLife, Inc.

Optics Valley International Biomedical Park, Building 9-4,

East Lake High-Tech Development Zone,

388 Gaoxin 2^nd^ Road,

Wuhan, Hubei 430075, China

**Table S1** Summary of RNA-seq data collected at the three early stages of prenatal hair follicles development.

| category | Early stages of prenatal hair follicles development (three replicates for each stage) | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | E45-1^a^ | E45-2 | E45-3 | E55-1 | E55-2 | E55-3 | E65-1 | E65-2 | E65-3 |
| raw reads | 69039998 | 74264218 | 69368776 | 76665994 | 76269258 | 76652558 | 66882470 | 95111216 | 74780136 |
| clean reads | 62650616 | 66754481 | 59033520 | 66480140 | 60836335 | 64438230 | 54093524 | 81195728 | 65382783 |
| aligned to  genome | 50812272  (83.61%)^b^ | 58847706  (85.55%) | 52603927  (84.0%) | 56247217  (84.51%) | 45398979  (81.8%) | 71694863  (85.44%) | 50931430  (83.04%) | 55373900  (84.67%) | 58368690  (86.32%) |
| uniquely  aligned | 44579727  (87.73%) | 51185008  (86.98%) | 45571213  (86.63%) | 48512265  (86.25%) | 39319085  (86.61%) | 62018283  (86.5%) | 43849186  (86.09%) | 46863883  (84.63%) | 50015915  (85.69%) |
| detected genes | 19701 | 20353 | 19996 | 19407 | 19868 | 19625 | 19217 | 19396 | 19432 |

^a^E, embryonic day.

^b^Read counts in the middle section are expressed in numbers (left) or as a percentage of the total reads processed (right) for each sample.

Table S2. Detail values of parameters obtained from statistical power analysis.

| **Parameters** | **Results** |
| --- | --- |
| Statistical power | 0.96 |
| RNA selection method | Poly-A enrichment |
| Experimental design | One factor |
| Number of samples | 9 |
| Median expression (log2 counts per million) | 5.24 (4.92-5.61) |
| Median log2-fold change of DE genes | 2.55 (1.15-17.47) |
| Median dispersion | 0.1368 (0.1352-0.2106) |
| Mean library size (sum of total counts, log10) | 7.74±.018 |
| Average sequencing depth (log10) | 7.815848 |
| Percent map to transcriptome | 84.32% |

Table S3. Primer list for RT-qPCR.

| **Gene** | **Forward primer (5’ to 3’)** | **Reverse primer (5’ to 3’)** |
| --- | --- | --- |
| *Smad1* | GATACACCCCCACCTGCTTA | CGCCTGAACATCTCCTCTGT |
| *Fgf10* | CGTCTCCTTGCCTTCCAGT | GCTGACCTTTCCGTTCTCAA |
| *Fgfr2* | GAACGATTACGGGTCCATCA | ACATCGCCTCCAACCACAG |
| *Wnt11* | GCGGCTACAACCCTTACACA | AAGTGGAGGCAAAGCACAAG |
| *Lef1* | ACCCATCCCAAGAACATCAA | CCTGGAGAAAAGTGCTCGTC |
| *Lrp6* | TTGCCTTAGATCCTTCAAGT | GGCCAGTAAATTTCAGTGTT |
| *β-actin* | GGCAGGTCATCACCATCGG | CGTGTTGGCGTAGAGGTCTTT |

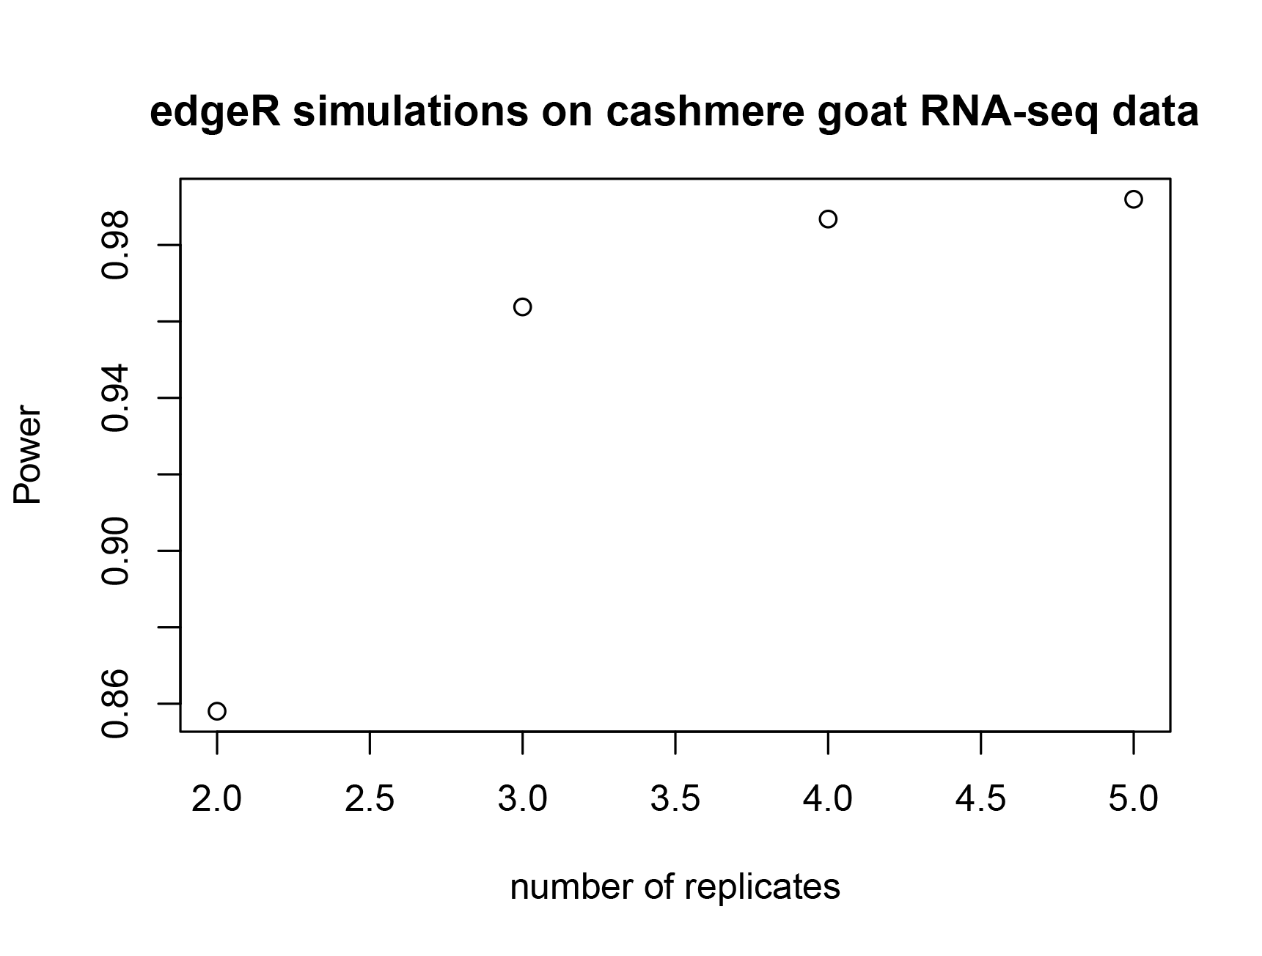

**Figure S1. Statistical power estimation presentation for our RNA-seq data using RNASeqPowerCalculator tool.**

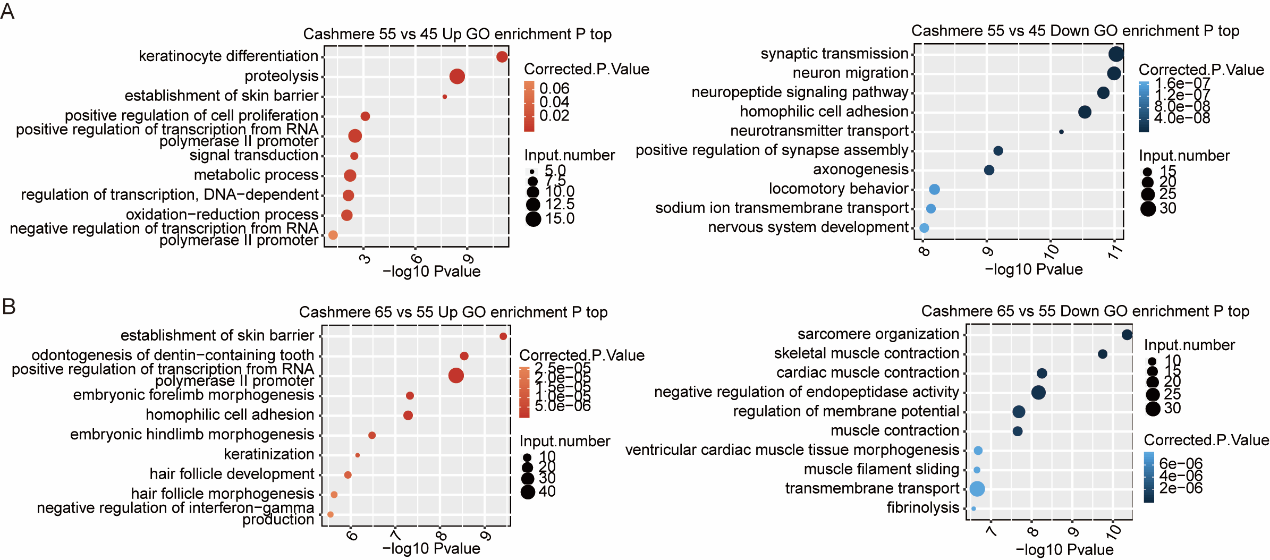

**Figure S2. The enriched GO biological process terms for the up-regulated (left panel) and down-regulated genes from E55 vs E45 (A) and E54 vs E55 (B) groups.**

**
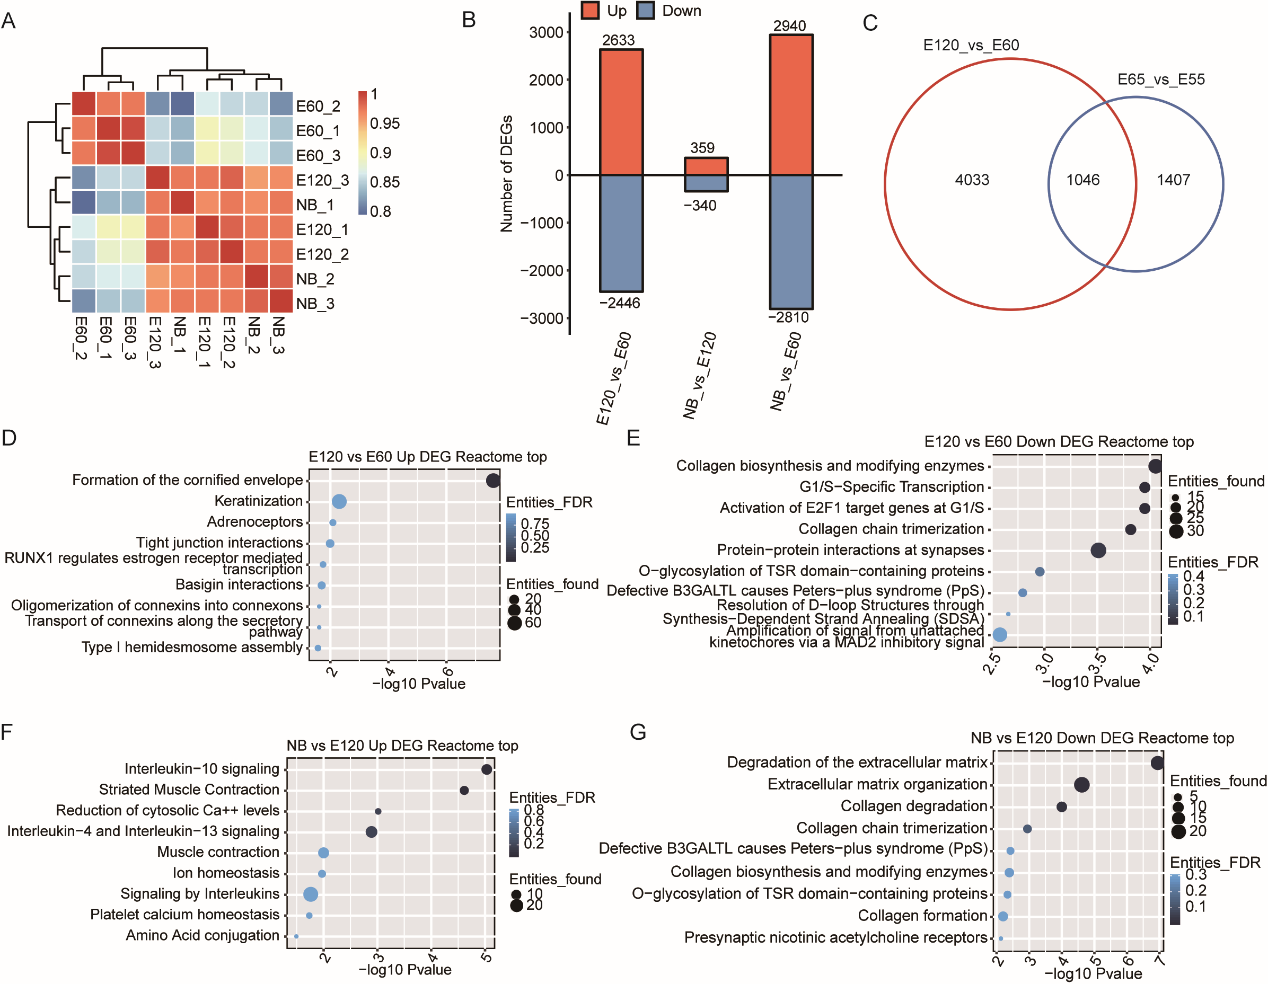
**

**Figure S3. The sample correlation and DEG analysis from published RNA-seq data. (A)** Heatmap showing the clustering of 9 embryonic samples by calculating correlation coefficients using expression values. **(B)** Barplot showing the number of differentially expressed genes in three comparing groups (E55 vs E45, E65 vs E55, E65 vs E45). Red bar emblems amount of up-regulated genes while blue emblems down-regulated genes. **(C)** Venn diagram showing the overlapped DEGs between E120 vs E60 and E65 vs E55. **(D-F)** Bubble plot showing the top enriched Reactome pathways of DEGs.

How the deposited data were processed for this re-analysis (not part of the article)

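The RNA-seq data cover embryonic skin of cashmere goats, with 3 embryos at each of E45, E55 and E65 and 1 library per embryo. The authors filtered reads with the FASTX-Toolkit, aligned them to the goat genome with TopHat, kept uniquely aligned reads and deposited RPKM values per gene, rounded to 2 decimals (the methods call them FPKM). A second deposited table gives RPM values, called TPM by the authors, for 649 miRNA rows in 3 small RNA libraries, each a pool of the 3 embryos of a stage. The paper does not report these libraries. All per-sample columns of both tables were used.

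The depth of the RNA-seq libraries was taken from the paper's Table S1. In that table the aligned reads of E55-3 are 111% of its clean reads, and the share is 68.2% for E65-2, so the depth of single samples is uncertain. For the small RNA libraries, 228, 216 and 256 low RPM values were examined. Within a tolerance of 0.1, 100% of them were whole multiples of 1 read. This gives 2455305 reads at E45, 4125618 at E55 and 2344980 at E65. With 1 library per stage no test was made on these reads.

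The RPKM values were analysed on the log2 scale after adding 0.1. Genes with a mean RPKM of at least 0.1 over the 9 samples were fitted with limma 3.58.1 in R 4.3.3, with stage as the only factor and a mean-variance trend, and p-values were adjusted by the Benjamini-Hochberg method. A differentially expressed gene had an adjusted p under 0.05 and a |log2 fold change| of at least 1, the thresholds that the paper used with edgeR. On simulated data with 200 genes changed by 3 on the log2 scale among 16604, 175 (87.5%) were recovered in E65 vs. E55, with 7 false calls, and 175 in E65 vs. E45, with 14. No gene was called in E55 vs. E45, where none was changed. The simulated noise was drawn gene by gene, with the same SD at every stage. In the data the mean squared distance per gene within a stage was 0.927 at E45, 0.862 at E55 and 0.393 at E65. Sets of genes also varied together in single embryos. The simulated rates of recovered and false calls therefore do not carry over to the data. PCA, sample correlations, distances and clusters were computed from the same log2 values, without tests across genes. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used for the miRNA values, tables and plots.

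The alternatives, the tests of the stages and the rule for named genes were set before the data were examined. The alternatives were other pseudocounts, filters, scalings, eBayes settings, sample weights, thresholds, a replicate block, clustering methods, and each embryo left out in turn. The rule named, for each comparison, the DEGs with the largest changes among those with a symbol, a mean RPKM of at least 1 and no overlap between stages. As 0 of the 20486 identifiers matched a symbol, only the 2 genes that rose most and the 2 that fell most in E65 vs. E55 are given, by identifier. This comparison and this number of genes were chosen after the identifiers had failed to match. Gene lists, marker lists, pathway panels and named genes of the paper were not analysed here for the same reason, and neither were alternative splicing or the E60, E120 and newborn samples.

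For the miRNAs, the log2 ratio of RPM + 1 was taken between libraries. The median of a list was placed among the medians of 10000 random lists of the same size matched on mean expression. Lists written beforehand (let-7, epidermal, dermal, hair-related, miR-17-92 with related miRNAs, and DLK1-DIO3) were matched by sheep miRNA name. No member of the muscle, neuronal, liver, endocrine or erythroid lists was found by name (0 rows each). Only 151 of the 649 rows carry a sheep miRNA name, and the others were not matched, so a list member that was not found may still be among them.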

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

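The paper does not report on the small RNA libraries, and their signals are given here for that reason. The tests in this part were chosen before their results were seen. No control library exists, so a value was compared with the limit that a count of 0 allows, 3 reads. Above it were 559 of the 649 miRNA rows at E45, 578 at E55 and 502 at E65. Each library is a pool of 3 embryos with no replicate, so the ratios below describe these libraries and not the stages.

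Median scaling removed log2 offsets of 0.22 at E45, -0.08 at E55 and -0.18 at E65, so changes in all lists depend on it in part. The let-7 list (7 rows found) had a median log2 ratio of 0.96 in E55 vs. E45 and 1.59 in E65 vs. E45. With median scaling the first became 1.26. On the values as deposited it stood at the 99.985 percentile of 10000 matched random lists and the second above all of them. In each, 6 of the 7 rows were higher. The exception, let-7c, had 3559.78 RPM at E45, 2659.16 at E55 and 3310.73 at E65, and in E65 vs. E45 it changed sign with median scaling, which made all 7 higher. The median in E65 vs. E45 was 0.74 with pseudocount 10 and 1.16 among rows with a mean of at least 10. With median scaling it was 1.99, which argues only against an offset shared by the rows of a library as the cause. The offsets removed were small beside the change and ran the other way, so this scaling could not have reversed it.

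The epidermal list (3 rows) had median log2 ratios of 0.65 in E55 vs. E45, 1.89 in E65 vs. E55 and 2.54 in E65 vs. E45. With median scaling the first 2 were 0.95 and 1.99. Its miR-200a was at or under 3 reads in every library, and without it the median of the other 2, miR-200b and miR-200c, was 2.72 in E65 vs. E45. miR-200b had 76.56 RPM at E45, 120.95 at E55 and 451.21 at E65. With median scaling the median of the list was 2.94 in E65 vs. E45. Here too the offsets removed ran against the rise and could not have reversed it, so only a shared offset is argued against.

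The DLK1-DIO3 list (67 rows from 36 miRNAs) had a median log2 ratio of 0.34 in E55 vs. E45, with 55 rows higher, and of 0.63 with median scaling, with 63 rows higher. In E65 vs. E55 the median was -0.80, with 61 rows lower, and -0.71 with median scaling. The offsets removed at these stages were too small to reverse it, so only a shared offset is argued against. With values under 3 reads set to that limit, the median was -0.84. For this, 3 rows at or under the limit in both libraries were left out. In E65 vs. E45 the median was -0.47, at the 33.7 percentile of the random lists, and -0.07 with median scaling. The miR-17-92 list, which includes related miRNAs, had a median log2 ratio of -1.57 in E55 vs. E45, with all 5 rows lower, and -1.27 with median scaling or -1.01 with pseudocount 10. It was 0.60 in E65 vs. E55, with 4 rows higher, at the 96.55 percentile of the random lists, and -0.90 in E65 vs. E45, at the 9.28 percentile. With median scaling these were 0.70 and -0.50.

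The tissue make-up of each pool, differences between embryos and the embryonic stage stay open as untested explanations. The deposited records name a pair of sequencing instruments for the small RNA libraries without saying which library ran on which, so the instrument also stays open. No biological explanation was tested.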

How the results depend on the processing

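In E65 vs. E45, decreased genes outnumbered increased genes under all settings but quantile normalization, at 54.4% to 71.6% of the DEGs. The position of E55 between E45 and E65 on PC1, 29.4%, ran from 14.8% without E55-1 to 43.4% without E55-2 and was 51.0% with genes centred only. The SD of the positions of the 3 E55 embryos was 22.9 points. E65 vs. E55 had more DEGs than E55 vs. E45 except without E45-1. Unless one is given, the cause of a change below was not tested.

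The 148 DEGs of E55 vs. E45 became 98 without the filter on low values, 1087 with sample weights and 1 in a fit of only the 6 samples of the 2 stages. They became 0 with limma treat against a log2 fold change of 1, where 492 genes had an unadjusted p under 0.05. In E65 vs. E55 the count became 1353 with sample weights and 3 with treat, and in E65 vs. E45 it became 353 with treat, which tests against a larger change by construction. The decreased share in E55 vs. E45 fell below the increased one with pseudocount 0.01 (48.0%), no filter (49.0%), a mean RPKM of at least 1 (49.2%), median scaling (46.0%, 95 increased and 81 decreased), quantile normalization (27.4%, 154 and 58) and the 6 samples only (0%). It was 0% in E65 vs. E55 with treat and 42.5% in E65 vs. E45 with quantile normalization (1291 and 953).

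With the replicate number as a block, E55 vs. E45 had 98 DEGs, 44.9% of them decreased. Samples of the same number share only that number: the correlation of their residuals ran from -0.30 to 0.41 over 9 pairs.

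Across the 9 fits that each left out 1 embryo, the DEGs ran from 0 to 1213 in E55 vs. E45, from 218 to 1087 in E65 vs. E55 and from 1482 to 2490 in E65 vs. E45, and the excess of E65 vs. E55 over E55 vs. E45 ran from -156 to 1083. In E55 vs. E45 there were 1213 without E45-1, 0 without E45-2 (2373 at an unadjusted p under 0.05), 13 without E45-3, 4 without E55-1, 258 without E55-2, 75 without E55-3, 9 without E65-1, 52 without E65-2 and 17 without E65-3. In E65 vs. E55 there were 374 without E55-2, 218 without E55-3, 421 without E65-1 and 422 without E65-2, and in E65 vs. E45 there were 1482 without E65-2. The decreased share ran from 11.1% to 88.1% in E55 vs. E45, over the 8 fits with DEGs, and from 41.7% to 66.9% in E65 vs. E55, falling under 50% without E55-1 and E55-3.

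With pseudocount 1 the noise-corrected distance of E65 vs. E45 became 0.580, and the mean correlation became 0.989 within E65 and 0.935 between E45 and E65. With a mean RPKM of at least 1 the mean correlation became 0.922 within E45, 0.924 within E55, 0.973 within E65, 0.888 between E45 and E55, 0.902 between E55 and E65 and 0.821 between E45 and E65. Without logs these were 0.792, 0.866, 0.980, 0.845, 0.853 and 0.791, in the same order. Spearman's rho was 0.977 within E65. With 1 embryo left out the correlation ran from 0.950 to 0.975 within E45, from 0.958 to 0.980 within E55 and from 0.982 to 0.987 within E65.

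The detected genes became 16568.7 at E45, 16005 at E55 and 15740.3 at E65 with an RPKM of at least 0.1, and 13316, 12715.7 and 12494.3 with at least 1, because fewer genes pass. The largest cluster held 905 genes with Ward linkage, 892 with k-means and 1504 with complete linkage. That of Ward linkage was highest at E65, whereas the main cluster of 1634 genes fell from E45 to E65.

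For the miRNA lists, the dermal median log2 ratio in E65 vs. E45 became 0.14 with a mean of at least 10 and 0.18 with median scaling. The hair-related one became 0.15 in E55 vs. E45, 0.0833 in E65 vs. E55 and 0.23 in E65 vs. E45 with median scaling. With pseudocount 10 the let-7 median became 0.74 in E65 vs. E45, and the miR-17-92 median became -1.01 in E55 vs. E45 and 0.51 in E65 vs. E55. With a mean of at least 10 the let-7 median became 1.16 in E65 vs. E45. Of the numbers of increased or decreased genes and the named genes, 48 other values moved and 15 were weaker.

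Tests of gene lists with camera, with an estimated correlation or with fry were not run, as no gene symbol was found for any identifier. The uncertain depth of single RNA-seq samples leaves the precision of low RPKM values unknown.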

Differences from the paper's values

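The paper reports more DEGs than the limma analysis of the RPKM values. For E55 vs. E45 the paper's 321 increased genes compare with 66 and its 1083 decreased genes with 82. For E65 vs. E55 the paper's 670 increased genes compare with 351 and its 1783 decreased genes with 509. For E65 vs. E45 the paper's 1182 increased genes compare with 813 and its 3119 decreased genes with 1530. These increased genes were within 1.5 times of the paper under 10 settings, the main one included, and outside it under 13. The paper's total of 4962 DEGs compares with 2611.

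Of the alternatives set before the data were examined, none brought the increased genes of E55 vs. E45, or the decreased genes of E65 vs. E55 and E65 vs. E45, within 1.5 times of the paper. The decreased genes of E55 vs. E45 came within it with sample weights (929) and without E45-1 (1069). The increased genes of E65 vs. E55 came within it with sample weights (576), without E45-1 (460), without E55-1 (557) and with the adjusted p alone (545). The total came within it with sample weights (3446) and with the adjusted p alone (3637).

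In its discussion the paper states that the profile of E55 differed from that of E45 and resembled that of E65. Here the measures went both ways. The noise-corrected distance of E55 was 0.414 to E45 and 0.474 to E65, and the order was the opposite without E45-1, without E55-2 or without E65-2. The mean of E55 on PC1 lay at 29.4% of the way from E45 to E65, and at 51.0% with genes centred only. The mean Euclidean distance was 151 between E45 and E55 and 137 between E55 and E65, and the mean correlation was 0.951 and 0.959. Unlike the noise-corrected distance, these measures include the spread within stages. The mean distance within E65 was 87.2, against 130 within E45, so they cannot tell closeness to E65 from its smaller spread.

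The paper describes a single cluster of DEGs with its highest level at E65, the others being higher at E45 or E55. Here the clusters of 785 and of 107 genes were both highest at E65, and with k-means those of 541 and of 358 genes were. With Ward linkage only the cluster of 905 genes was. With complete linkage only the cluster of 780 genes was higher in every E65 sample than in all others. Its cluster of 38 genes was less clear, at 0.08 to 0.13 at E65, -0.12 to 0.17 at E45 and -0.54 to -0.43 at E55.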

Other observations

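The tests on embryonic stage, mixed tissue, mislabelled samples and scaling between samples in this part were chosen after the patterns were seen. Those on other splits of the samples, on the reads taken by a few genes and on the decreased share without the sets of genes were chosen before their results were seen.

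All 36 pairs of the 9 samples were searched for genes at least 4-fold above the other 7 samples in both members. E45-2 and E45-3 shared 251 such genes and E45-1 and E55-2 shared 85, while none of the 26 other pairs from different stages had more than 1. Only 13 genes were at least 4-fold higher in all 3 E45 embryos than in every other sample. With the samples as labelled, embryonic stage alone therefore explains neither the 85 genes shared across stages nor the 251 genes that leave out E45-1.

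A wider set of 251 genes was at least 8-fold higher in E45-1 and E55-2 than in E55-1, E55-3 and every E65 sample. It took 9.89% of the total RPKM of E45-1 and 6.18% of that of E55-2, against 0.0424% in E55-1 and 0.0696% in E55-3. Its most abundant gene had 11764.07 RPKM in E45-1, 8061.48 in E55-2, 1.47 in E55-1 and 7.2 in E55-3. A candidate explanation is RNA of other cells or of neighbouring tissue present in different amounts. E45-2 and E45-3 were not used to choose the genes. Of the 140 genes with at least 10 RPKM in E45-1, 99.3% were higher in E45-2 than in E45-3, against 66.1% of the 7065 genes outside the set with a mean of at least 10 RPKM. Their median level was 20.1% of that in E45-1 in E45-2 (log2 quartiles -2.58 and -1.78) and 3.27% in E45-3 (log2 quartiles -5.25 and -4.21). A common regulation of these genes within skin cells would give the same values and stays open, and no cell type is named because the genes have no symbols here. The median of the other genes deviated by -0.0945 (log2) in E45-1, but by -0.11 in E55-3, where the set is nearly absent, so a share of the reads taken by these genes cannot be told apart from the ordinary shifts between samples.

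A mislabelled sample was also examined, over 16102 genes outside both sets. The mean squared distance per gene of E55-2 was 0.750 to the E45 samples and 0.515 to the other E55 samples. The difference was 0.235, and the SD of the distances from E55-2 to the E45 samples was 0.242. That SD rests on 3 distances and is widened by the near sample E45-1, so it cannot judge the difference. The nearest sample to E55-2 was E45-1, at 0.471, ahead of E55-3 at 0.500 and E55-1 at 0.529. E45-3 was at 0.867 and E45-2 at 0.911, farther than both other E55 samples. For E45-1 the distance was 0.727 to the other E45 samples and 0.727 to the E55 samples, a difference of 0.000486. That tie rests on E55-2: E55-3 was at 0.748 and E55-1 at 0.961 from E45-1, against 0.712 for E45-2 and 0.742 for E45-3. With 1 library per embryo, a mislabelled E45-1 or E55-2 and embryos that differ from others of their stage cannot be told apart.

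The decreased share of DEGs in E65 vs. E45 was 62.1% without both sets of genes, which argues against them as its cause. Under quantile normalization it was 42.5%, consistent with a contribution of the scaling between samples, while under median scaling it was 66.4%. Whether most changes from E45 to E65 are decreases stays open.

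Other groupings of the 6 samples of each comparison were tried with the third stage kept as it is. In E55 vs. E45, 2 of the 10 splits gave as many DEGs: the real one, with 148, and E45-1, E45-2 and E55-2 against the rest, with 380. In E65 vs. E55 and in E65 vs. E45 only 1 of the 10 splits, the real one, gave as many. A share under 0.1 is impossible with 3 samples against 3.

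Some small RNA rows without a miRNA name were singled out after their values were seen. The sequence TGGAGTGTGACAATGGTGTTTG had 1598.87 RPM at E45, 787.25 at E55 and 1.28 at E65, which is 3 reads. The sequence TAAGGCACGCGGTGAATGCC had 2144.17, 33.45 and 8.53 RPM at these stages, the sequence TCTTTGGTTATCTAGCTGTATGA had 4994.52, 46.78 and 22.18 RPM, and TCCTTCATTCCACCGGAGTCTGT rose from 2056.62 to 5575.72 and 21553.24 RPM. The dermal and hair-related lists had median log2 ratios of -0.22 and -0.17 in E65 vs. E45, at the 40.2 and 67.4 percentiles of matched random lists.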
